A study of Mus musculus with 16 samples (transcriptomic, total RNA). Its data were reported in "Transcriptomic Analysis of Mouse Cochlear Supporting Cell Maturation Reveals Large-Scale Changes in Notch Responsiveness Prior to the Onset of Hearing" (2016).

How the data were processed

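Cochleas of neonatal mice carrying the Lfng-EGFP transgene, a bacterial artificial chromosome that drives green fluorescent protein (GFP) from Lfng regulatory sequence, were explanted at postnatal day 0 (P0) or postnatal day 5 (P5). They were cultured for 24 hours in 10 µM DAPT, a gamma-secretase inhibitor that blocks cleavage of Notch receptors, or in 0.04% DMSO, the vehicle. The cells were then dissociated and sorted on GFP fluorescence. RNA of the GFP+ fraction (supporting cells) and the GFP- fraction (cochlear cells sorted as lacking GFP) was sequenced as paired ends. The paper describes mRNA extraction in its library preparation. In describing its sort, the paper states that cells of low GFP fluorescence were left out. The groups were read from the sample titles, which give age, treatment, fraction and a replicate number, and this gave 8 groups of 2 samples and 16 libraries in all.

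The authors aligned the reads to the Ensembl mm9 mouse genome (NCBIM37) with TopHat and deposited raw counts per Ensembl gene, a single library per file and without pooling of replicates. The paper names DESeq as the program that gave the reads per gene, and the settings of the counting were not stated. Each file listed 36536 gene identifiers followed by 5 closing lines for reads outside genes, ambiguous reads, low quality alignments, unaligned reads and reads with several alignments, and these lines entered no test. The authors compared libraries with DESeq and called genes in cultured samples at a fold change over 2 and a false discovery rate under 0.01. The authors describe an extra amplification of complementary DNA from small numbers of cells before library preparation, and they include the GFP+ and GFP- samples of the cultured explants in that description. Extra amplification can change the share of reads outside genes, the spread between replicates and the representation of genes by GC content.

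Gene symbols were taken from a table of mouse gene names and covered 34391 of the identifiers, and the remaining genes kept their identifiers. Positions, gene types, exonic lengths and GC content came from GENCODE release M1, which is on the same NCBIM37 build as the counts, and all coordinates are 1-based.

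Each comparison used only the groups compared, without a replicate block, on the counts as deposited. Genes with low counts were removed with filterByExpr in edgeR (minimum count 10, minimum total 15), libraries were normalised with the trimmed mean of M values (TMM), and genes were tested with the quasi-likelihood F test (glmQLFit and glmQLFTest). P-values were adjusted with the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.01 and a fold change over 2 in either direction, the limits the authors used for cultured samples, and these are called the limits below. The standard error of a log2 fold change was its size divided by the square root of F. The difference between the responses of P0 and P5 GFP+ cells was tested as an interaction term in a fit of the 4 GFP+ groups. Overlaps between gene lists were tested with Fisher's exact test across genes, which are not independent replicates. Values of single genes are CPM, the counts of a gene relative to the total of its library after TMM normalisation of all 16 libraries over 24731 genes, given as mean ± SD of n = 2 replicates. With 2 replicates per group, other splits of the samples and rules for outlying samples could not be applied.

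The genes named in the text followed a rule set in advance. It comprised 21 genes discussed by the study, reported whether or not they passed the limits, and the 3 genes with the largest change in each direction of each comparison (5 for DAPT in GFP+ cells). The latter had to pass the limits, to have a mean of at least 10 CPM in the higher group and, outside the interaction, to show no overlap between the replicates of the groups. For the GFP- fraction the 5 Notch target genes of the list were followed.

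Counts assigned to genes ranged from 13755356 to 45465324 per library. The test was tested on simulated data drawn from the means and library sizes of the real samples. Every gene was given the same spread, the common coefficient of variation of the groups compared. Among genes with higher counts, 200 were changed 4-fold. At the spread of the P0 GFP+ groups edgeR recovered 86% of the changed genes, with the replicate block 89%, and DESeq2 recovered 86%. At the wider spread of the P5 GFP+ groups the shares were 30%, 15% and 48%. From 0 to 3 unchanged genes were called in each simulation. In the simulations a change of this size at the P5 spread was therefore more often missed than found by the main test. Spread that varies from gene to gene, which the simulations left out, could alter these shares.

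The alternatives were DESeq2 size factors in the same fit, no filter on low counts, the DESeq2 Wald test, all 8 groups in the fit, the replicate number as a block, an adjusted p limit of 0.05, thinning of every library to the smallest total, and leaving out each replicate in turn. A fit of the 4 groups of a fraction with the replicate block, and a fit with a score of mesenchyme genes as a covariate, were added after seeing the data. Analyses used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Freshly isolated cells, the Cufflinks results and reads per kilobase values were not in the files analysed here.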

Results

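To compare how supporting cells respond to a block of Notch signalling at birth and near the end of the first postnatal week, RNA was sequenced from GFP+ and GFP- cells of Lfng-EGFP cochleas explanted at P0 or P5 and kept in DAPT or DMSO for 24 hours. In these mice GFP marks most supporting cells of the organ of Corti, the cells that surround the sensory hair cells. Of the 16 libraries, the 8 GFP+ libraries held 19291232 ± 2701241 counts assigned to genes (range 13755356 to 23637236), and the 8 GFP- libraries held 40180815 ± 3216909 (range 34869184 to 45465324). The lower totals of the GFP+ libraries were accompanied by a larger share of reads outside annotated genes, which took 57.42 ± 4.16% of the records of the GFP+ libraries (range 50.05 to 62.02%) and 11.38 ± 2.83% of the GFP- libraries (range 6.64 to 13.73%). These ranges did not overlap. Mitochondrial ribosomal RNA took 24.54 ± 3.29% of the gene counts of GFP+ libraries and 0.07 ± 0.02% of those of GFP- libraries. The 2 P0 DMSO GFP+ libraries detected 30639 and 31345 genes with at least 1 count, the other GFP+ libraries from 25651 to 27156, and the GFP- libraries from 21741 to 23321.

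**Figure D1:**
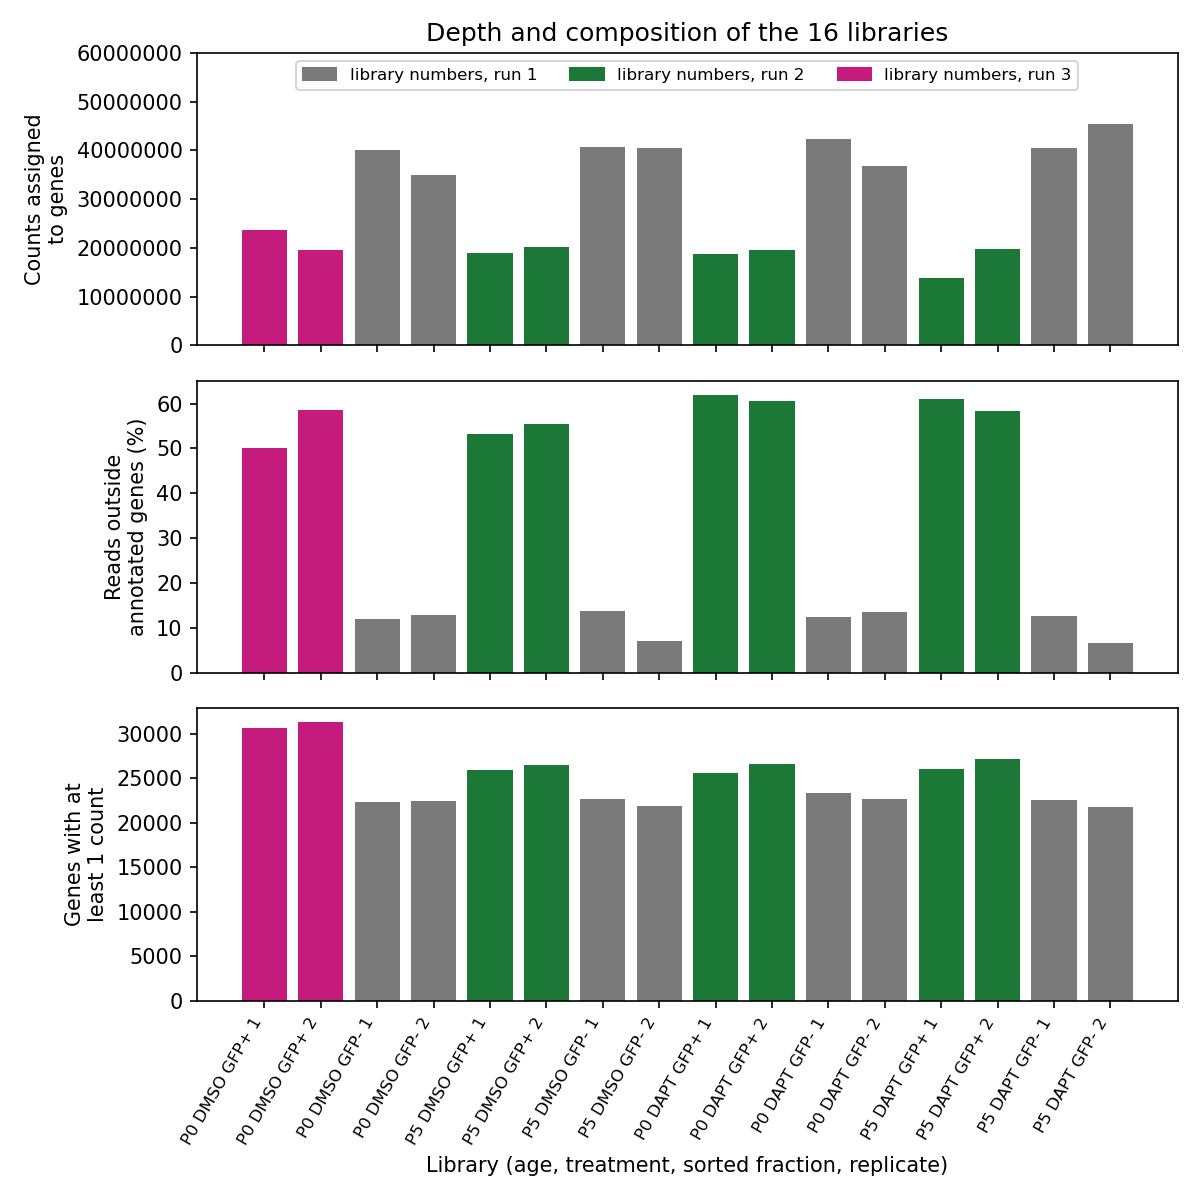
Counts assigned to genes, reads outside annotated genes (% of records) and genes with at least 1 count, as a bar for each of the 16 libraries, coloured by the run of library numbers. All GFP- libraries (run 1) lie between 6.64 and 13.73% of reads outside genes and all GFP+ libraries (runs 2 and 3) between 50.05 and 62.02%, and the 2 P0 DMSO GFP+ libraries of run 3 detect the most genes.

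The library numbers in the deposited data fell into 3 separate runs. Run 1 held every GFP- library, run 2 held the P0 DAPT, P5 DMSO and P5 DAPT GFP+ libraries, and run 3 held only the P0 DMSO GFP+ libraries. If the runs stand for separate library batches, the comparison of DAPT with DMSO in P5 GFP+ cells and both comparisons in GFP- cells lay within a run. The comparison in P0 GFP+ cells, the comparison of P5 with P0 DMSO GFP+ cells and every comparison between fractions lay between runs that shared no group. For these the run and the group cannot be told apart, and no value within a run could be computed.

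Replicates of a group correlated with Pearson r between 0.9728 and 0.9955 across genes on log2(CPM + 1), and their counts differed by more than sampling noise in every group (chi-square per gene from 16.6 to 227), so that each library was counted as a separate sample. The titles number the replicates 1 and 2 in every group, and the pairing of samples across groups was taken from these labels. Deviations of replicates with the same number from their group means correlated across genes with a mean r of 0.31 among the GFP- groups (range 0.108 to 0.726), -0.035 among the GFP+ groups (range -0.251 to 0.143) and 0.041 between fractions. The same number thus accompanied shared deviations in GFP- libraries, most of all between P5 DMSO and P5 DAPT, and not in GFP+ libraries. The count of changed genes with the replicate number as a block is given beside each main count.

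Between DAPT and DMSO, 1733 of 20711 genes tested differed in GFP+ cells of P0 cochleas. Of these, 870 increased and 863 decreased with DAPT, and with the replicate block the count was 1784. Reads with several alignments took 8.56 and 7.63% of the records of the P0 DMSO libraries and 3.95 to 4.45% in the other GFP+ libraries. The Y chromosome genes Uty and Eif2s3y rose past the limits (log2 fold changes 1.748 and 1.058), while the X chromosome gene Xist overlapped between the groups. A place in this list is therefore not by itself a response to DAPT. Protein-coding genes made up 762 of the increased and 777 of the decreased genes. The median size of the log2 fold change over all tested genes was 0.603. Among genes past the limits with a mean of at least 10 CPM in the higher group and no overlap between replicates, the largest decrease was in Tal1 (ENSMUSG00000028717, chromosome 4, 114729031 to 114744360, protein-coding), which went from 152.26 ± 1.60 CPM in DMSO to 0.13 ± 0.03 CPM in DAPT (n = 2, log2 fold change -10.15, standard error 0.25, adjusted p = 1.1e-07). Its neighbour Pdzk1ip1 (ENSMUSG00000028716, chromosome 4, 114761313 to 114766504, protein-coding) went from 143.60 ± 12.81 to 0.97 ± 0.09 CPM (log2 fold change -7.23, standard error 0.21, adjusted p = 1.8e-07). Hes5 (ENSMUSG00000048001, chromosome 4, 154335032 to 154336480, protein-coding), a transcription factor activated by Notch, went from 98.47 ± 19.33 to 0.34 ± 0.03 CPM (log2 fold change -8.18, standard error 0.28, adjusted p = 5.3e-07). Cysltr2 (ENSMUSG00000033470, chromosome 14, 73428935 to 73448921, protein-coding) and P2ry6 (ENSMUSG00000048779, chromosome 7, 108086152 to 108112905, protein-coding) completed the 5 largest decreases under this restriction, with log2 fold changes of -7.46 ± 0.20 and -7.60 ± 0.41 (± standard error). The largest increase, under the same restriction, was in Insm1 (ENSMUSG00000068154, chromosome 2, 146047657 to 146050752, protein-coding), from 0.55 ± 0.01 to 84.89 ± 25.74 CPM (log2 fold change 7.21, standard error 0.32, adjusted p = 1.3e-06). The long non-coding RNA Miat (ENSMUSG00000086878, chromosome 5, 112642248 to 112657968) rose from 6.88 ± 1.09 to 918.57 ± 73.84 CPM (log2 fold change 7.02, standard error 0.18, adjusted p = 1.1e-07). Ifnk, Igll1 and Sstr2 followed with log2 fold changes of 7.10, 7.02 and 6.77. Each of these changes was larger than the spread between replicates by the quasi-likelihood test. Relaxing the limit on adjusted p from 0.01 to 0.05 moved the total most, to 3761 genes.

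Of the 21 genes chosen in advance, 18 passed the limits at P0. The Notch targets decreased in parallel with Hes5. Heyl (ENSMUSG00000032744, chromosome 4, 122910799 to 122927118) went from 246.40 ± 8.60 to 11.48 ± 8.99 CPM (log2 fold change -4.46, standard error 0.44, adjusted p = 1.2e-04), and Nrarp, Hey1 and Hey2 changed by log2 -4.37, -3.14 and -2.17. The receptor Notch1, the ligand Jag1 and the modulator Lfng changed by -1.42, -1.76 and -1.90. Lfng (ENSMUSG00000029570, chromosome 5, 141083295 to 141091497), whose regulatory sequence drives the GFP, went from 660.32 ± 12.57 to 181.79 ± 4.91 CPM (standard error 0.12, adjusted p = 7.9e-06). Genes of hair cells rose. Atoh1 (ENSMUSG00000073043, chromosome 6, 64679140 to 64681227) went from 6.79 ± 2.12 to 256.10 ± 26.44 CPM (log2 fold change 5.19, standard error 0.23, adjusted p = 1.3e-06), and Jag2, Myo7a and Myo6 rose by log2 5.01, 3.81 and 2.37. Ttyh1 (ENSMUSG00000030428, chromosome 7, 4071010 to 4088308) went from 711.73 ± 33.07 to 86.22 ± 12.90 CPM (log2 fold change -3.08, standard error 0.15, adjusted p = 2.0e-06), and Daam2, Inhba, Igfbp3 and Anxa5 changed by -4.35, -2.04, -1.59 and -1.22. Sox2, Prox1 and Fgfr3 did not pass the limits. Sox2 and Prox1 passed the limit on adjusted p (adjusted p = 0.0016 and 0.0021) with log2 fold changes of -0.94 and -0.84, whereas Fgfr3 rose by 0.53 with an adjusted p of 0.013. Anxa5 was the call that depended most on the processing, since its adjusted p of 0.0077 became 0.031 in the DESeq2 Wald test.

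**Figure D2:**
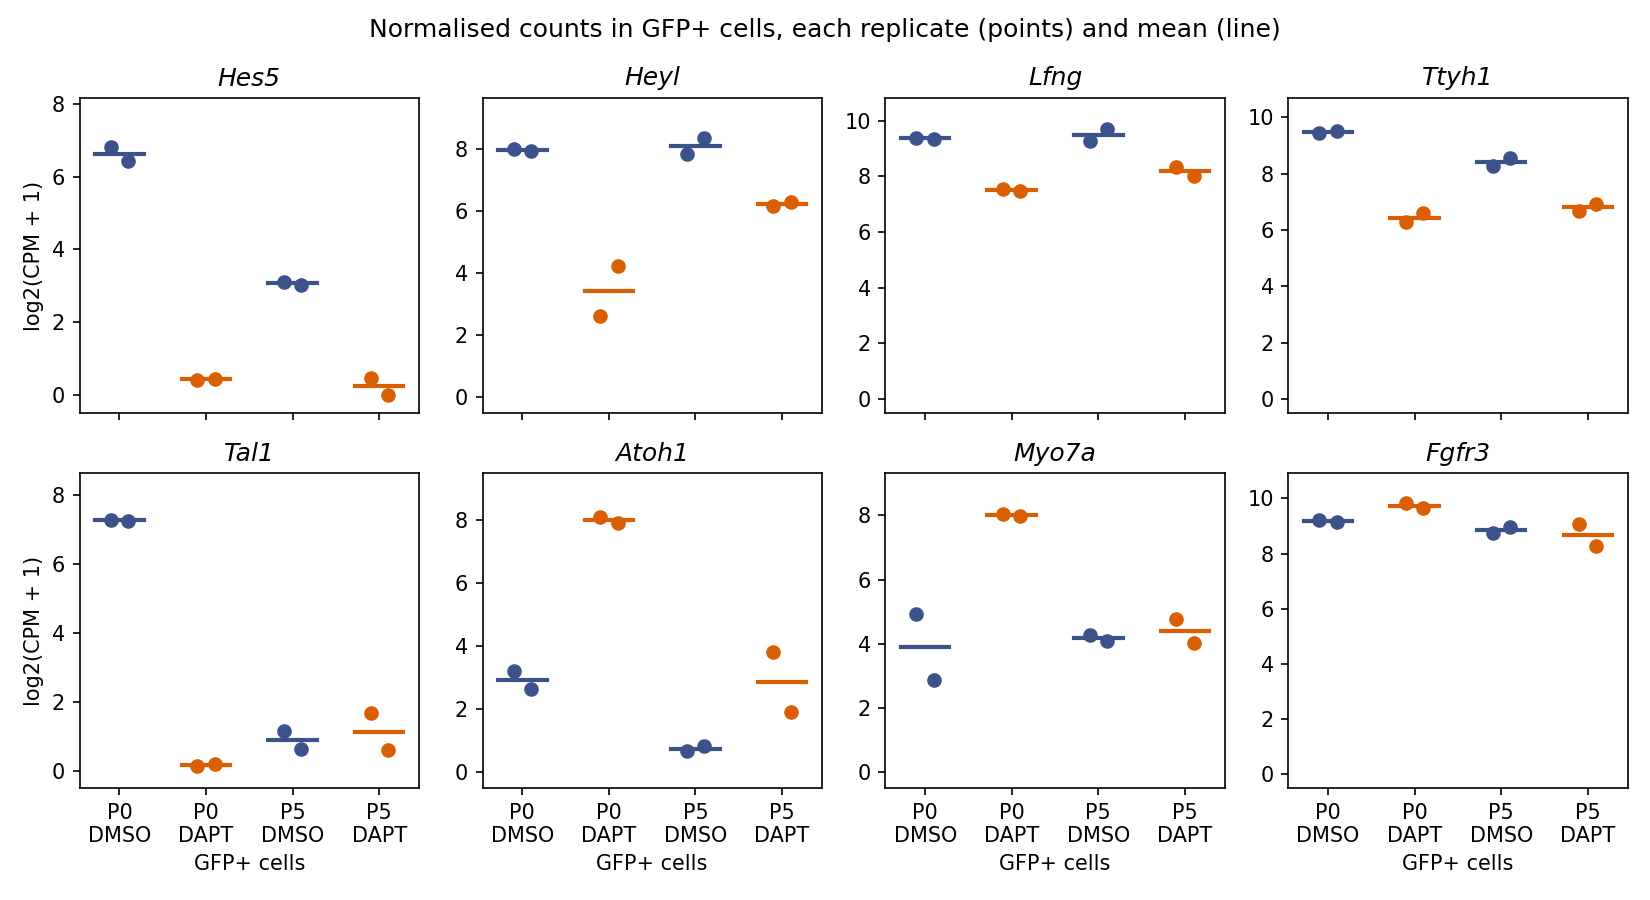
Normalised counts of 8 genes in the 4 GFP+ groups on a log2(CPM + 1) scale, with a point for each replicate and a line at the mean of the 2 log2 values. Hes5 lies near 0 in DAPT at both ages, Tal1 is high only in P0 DMSO cells, and Myo7a is high only in P0 DAPT cells.

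In P5 GFP+ cells no gene of the 18754 tested passed the limits with DAPT, and the count was 0 with the replicate block as well. The smallest adjusted p was 0.231 (Ppp1r2). The median size of the log2 fold change was 0.258, and the spread between replicates was wider than at P0 (common biological coefficient of variation 0.3501 against 0.253). Hes5 went from 7.40 ± 0.34 CPM in DMSO to 0.19 ± 0.28 CPM in DAPT (n = 2, log2 fold change -5.39, standard error 1.06, adjusted p = 0.64), and the replicates did not overlap. Heyl went from 274.88 ± 68.19 to 72.97 ± 4.97 CPM (log2 fold change -1.91, standard error 0.20, adjusted p = 0.23), Ttyh1 from 341.45 ± 44.17 to 111.05 ± 14.73 CPM (log2 fold change -1.62, adjusted p = 0.23) and Lfng from 727.86 ± 148.02 to 290.23 ± 45.69 CPM (log2 fold change -1.33, adjusted p = 0.51). Daam2, Nrarp, Jag1, Hey1 and Hey2 changed by -2.07, -1.94, -1.05, -0.99 and -0.88. Igfbp3, Sox2, Inhba, Notch1, Prox1 and Fgfr3 changed by -0.86, -0.77, -0.73, -0.32, -0.15 and -0.13. Jag2, Anxa5 and Tal1 rose by 1.53, 0.61 and 0.59. Atoh1 rose from 0.69 ± 0.11 to 7.98 ± 7.35 CPM (log2 fold change 3.51, standard error 0.85, adjusted p = 0.72), while Myo7a and Myo6 moved by 0.27 and 0.44. None of these changes was past the limits once all tested genes were taken into account. In the simulation, which gave this spread to every gene, the main test recovered 30% of genes with a 4-fold change. Changes of this size were thus mostly missed there. Keeping genes with low counts gave 108 genes past the limits in place of 0.

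The responses of the 2 ages were then compared directly. The interaction of age with DAPT passed the limits in 245 of 22199 genes, with 87 where the log2 response at P5 was above that at P0 and 158 where it was below, and the replicate block gave 194. Of the 244 genes tested at both ages, 238 were also past the limits at P0. Their median size of change was 2.49 at P0 and 0.32 at P5 on the log2 scale. This contrast is widened because the genes were selected for a difference between the ages. With the same minimum of 10 CPM, the largest positive differences (P5 response minus P0 response) were 10.66 for Tal1 (standard error 0.88, adjusted p = 6.5e-04), 7.32 for Pdzk1ip1 (standard error 0.39, adjusted p = 1.2e-04) and 7.24 for P2ry6 (standard error 0.63, adjusted p = 7.8e-04). These 3 genes were already low in P5 DMSO cells, at 0.89, 4.29 and 3.34 CPM. In P0 DMSO cells they were at 152.26, 143.60 and 26.03 CPM. Little room was left for a decrease at P5, so low expression is not told apart from a changed response. The largest negative differences were -6.36 for Igll1 (ENSMUSG00000075370, chromosome 16, 16860764 to 16864078), -5.77 for Ifnk (ENSMUSG00000042993, chromosome 4, 35099305 to 35101254) and -5.35 for Lhx3 (ENSMUSG00000026934, chromosome 2, 26055732 to 26063769), all protein-coding, with adjusted p between 8.3e-04 and 0.0033. Among the genes chosen in advance, Hey1 (2.15, adjusted p = 0.0046), Myo6 (-1.94, adjusted p = 8.3e-04), Ttyh1 (1.46, adjusted p = 0.0084) and Tal1 passed. Short of the limit on adjusted p were Hey2 (1.29, adjusted p = 0.012), Nrarp (2.43, 0.014), Daam2 (2.29, 0.017) and Myo7a (-3.55, 0.034). So were Jag2 (-3.50, 0.038), Anxa5 (1.83, 0.043), Notch1 (1.09, 0.044) and Heyl (2.54, 0.046). The remaining genes of the list had adjusted p of 0.054 or more. For Hes5 the difference of 2.71 between the responses was within the spread (standard error 1.11, adjusted p = 0.19), as was that for Lfng (0.57, adjusted p = 0.19) and Atoh1 (-1.73, adjusted p = 0.32). Without the filter on low counts the interaction count was 906.

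Genes changed at P0 moved in the same direction at P5 in 1143 of 1605 cases (71.21%), against 8687 of 16372 other genes (53.06%, odds ratio 2.189, Fisher's exact test p = 1.21e-45). Across these 1605 genes the log2 fold changes at P0 and P5 correlated with Pearson r 0.441 and Spearman rho 0.44, and across all 17977 genes tested at both ages with r 0.124. Genes are not independent replicates, so that the p-value overstates the evidence. The changes at P5 were much smaller. Genes increased at P0 had a median log2 fold change of 1.924 at P0 and 0.223 at P5, and decreased genes had medians of -2.034 and -0.257. These genes were selected for a fold change over 2 at P0, which widens the contrast. Without this selection, the median sizes of change over all tested genes were 0.603 at P0 and 0.258 at P5. The replicate block gave a share of 71.31%. The share was lowest, at 63.2%, with the limit on adjusted p at 0.05.

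**Figure D3:**
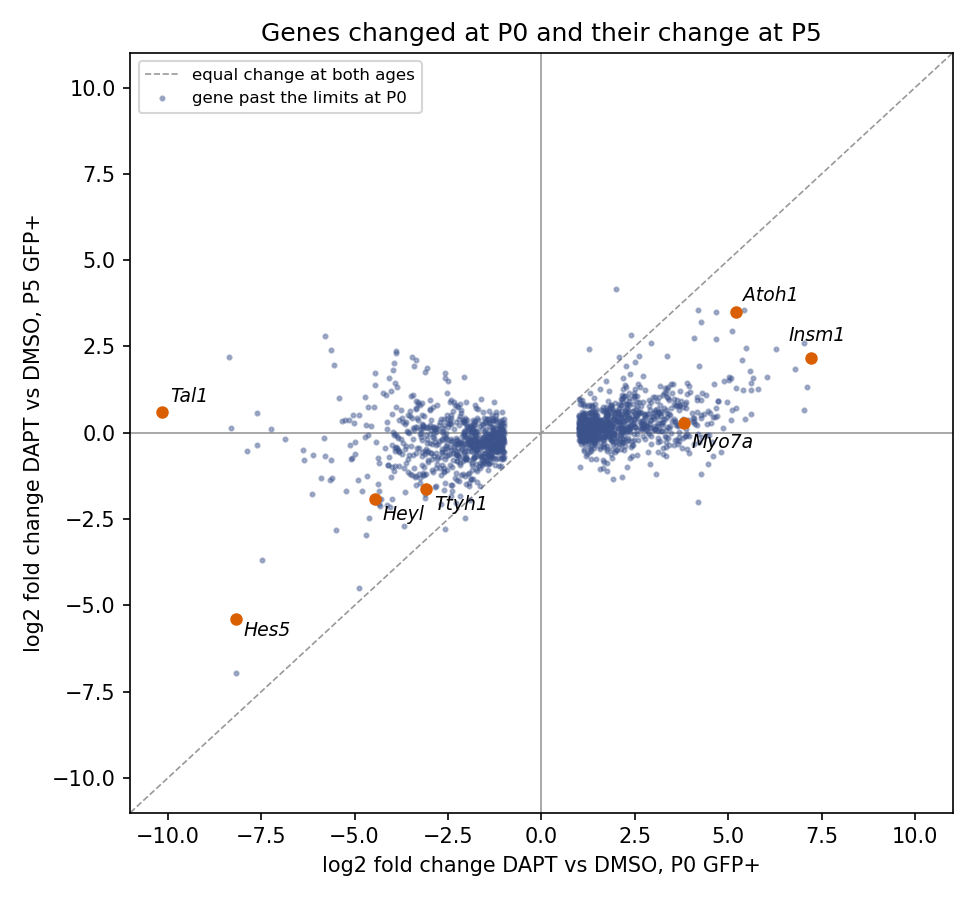
Log2 fold change with DAPT in P5 GFP+ cells (vertical axis) against that in P0 GFP+ cells (horizontal axis), a point for each of the 1605 genes past the limits at P0 and tested at both ages, with the dashed line marking equal change. Most points lie close to the horizontal axis, Hes5 and Atoh1 changed in the same direction at both ages, and Tal1 lies far to the left close to the horizontal axis.

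In GFP- cells DAPT moved no gene past the limits at P0 (17357 tested) or at P5 (17286 tested), and the smallest adjusted p was 1 at both ages. The replicate block gave 0 genes at either age, although it lowered the coefficient of variation at P5 from 0.2576 to 0.1029. The median sizes of the log2 fold changes were 0.169 and 0.109. Heyl had a large change at both ages, from 82.76 ± 13.24 to 16.46 ± 3.54 CPM at P0 (n = 2, log2 fold change -2.35, standard error 0.24) and from 81.39 ± 23.13 to 10.25 ± 4.41 CPM at P5 (log2 fold change -2.98, standard error 0.37), but with adjusted p = 1 in each case. Hey1 changed by -2.55 at P0 and -0.82 at P5, Nrarp by -0.91 and -0.23, and Hey2 by -0.35 and -0.22, all with adjusted p = 1. Hes5 had too few counts in GFP- cells to be tested. Replicate 2 of the P0 DMSO GFP- group lay near P5 values in several genes. Mgp was at 158.78 and 2378.67 CPM in its replicates 1 and 2. The P0 DAPT libraries were at 80.00 and 101.86 CPM and the P5 DMSO libraries at 2055.44 and 2226.82 CPM. Hhatl was at 2.00 and 71.62 CPM in P0 DMSO, 2.91 and 5.04 in P0 DAPT and 38.93 and 77.51 in P5 DMSO. An exchange of samples was not tested in GFP- cells. A fit without replicate 1 rests on replicate 2 alone for P0 DMSO, so an age difference could enter it.

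To describe the genes that separate supporting cells from cochlear cells sorted as lacking GFP, GFP+ and GFP- cells of DMSO cultures were compared at each age. At P0 8917 of 21779 genes passed the limits, 5549 higher and 3368 lower in GFP+ cells, and 6575 passed with the replicate block. Protein-coding genes made up 3659 of those higher and 3200 of those lower, and pseudogenes 637 and 110. Cysltr2 was at 195.60 ± 16.52 CPM in GFP+ and 0.05 ± 0.03 CPM in GFP- cells (n = 2, log2 fold change 11.98, standard error 0.36, adjusted p = 3.4e-04). Gm4297 (ENSMUSG00000081218, X chromosome, 24129376 to 24152021) and Gm5934 (ENSMUSG00000084063, X chromosome, 24051434 to 24077886) had log2 fold changes of 12.46 and 11.56, but they lie side by side in a family of closely related genes, and how reads were divided between the copies is uncertain. In the other direction the largest values at 10 CPM or more were in Spp1 (ENSMUSG00000029304, chromosome 5, 104864137 to 104870069) with a log2 fold change of -9.75 (standard error 1.24, adjusted p = 0.0023), Mgp (ENSMUSG00000030218, chromosome 6, 136820957 to 136824326) with -9.37 (standard error 1.51, adjusted p = 0.0033) and Cebpd (ENSMUSG00000071637, chromosome 16, 15887379 to 15888559, a pseudogene in this annotation) with -9.27 (standard error 1.55, adjusted p = 0.0035). Spp1 and Mgp varied widely in P0 DMSO GFP- cells, at 603.96 ± 602.96 and 1268.73 ± 1569.70 CPM. Leaving out either GFP+ replicate moved the total from 8917 to 0.

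At P5 the same comparison gave 6450 of 19008 genes, 3499 higher and 2951 lower in GFP+ cells, and 5275 with the replicate block. Gm16564 (ENSMUSG00000089713, chromosome 1, 180828713 to 180847745), Gm15412 (ENSMUSG00000085751, chromosome 7, 103487993 to 103490474) and Gm16305 (ENSMUSG00000085361, chromosome 1, 140888127 to 140888598), which are annotated as processed transcripts or a pseudogene, had the largest values among genes higher in GFP+ cells that met the minimum of 10 CPM, with log2 fold changes of 11.75, 11.64 and 11.60 (adjusted p from 8.3e-04 to 9.4e-04). Their identity is uncertain, since reads from related sequences elsewhere can be assigned to such genes. Hnrnpa0 (ENSMUSG00000007836, chromosome 13, 58227240 to 58229917, protein-coding) was at 0.49 ± 0.17 CPM in GFP+ and 83.99 ± 9.89 CPM in GFP- cells (n = 2, log2 fold change -7.27, standard error 0.31, adjusted p = 5.4e-04). It was followed by Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455972) at -6.52 and Matn4 (ENSMUSG00000016995, chromosome 2, 164215129 to 164230660) at -5.92, with adjusted p of 0.0046 and 0.0029. These differences passed the limits against the spread of the 4 libraries. Hnrnpa0 held similar means in all GFP+ groups (0.47 to 0.89 CPM) and in all GFP- groups (83.99 to 94.16 CPM), whatever the age or treatment. Since the fractions shared no library run, its difference is not told apart from one between library batches. The fit without replicate 2 of the GFP- group gave the lowest total, 2136.

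Between P0 and P5 the GFP+ cells of DMSO cultures differed in 691 of 20844 genes, 419 higher and 272 lower at P5. With the replicate block the count was 1050. Hhatl (ENSMUSG00000032523, chromosome 9, 121693134 to 121701625, protein-coding) rose from 0.48 ± 0.10 CPM at P0 to 60.69 ± 16.24 CPM at P5 (n = 2, log2 fold change 6.92, standard error 0.35, adjusted p = 6.3e-05), and Ighm (ENSMUSG00000076617, chromosome 12, 114659078 to 114660941, an immunoglobulin constant gene) from 0.98 ± 0.23 to 90.50 ± 10.33 CPM (log2 fold change 6.47, standard error 0.27, adjusted p = 5.0e-05). Spp1 rose by 6.55 (standard error 1.04, adjusted p = 0.0074), but at P5 its replicates were at 62.84 ± 67.68 CPM. Tal1 went from 152.26 ± 1.60 to 0.89 ± 0.47 CPM (log2 fold change -7.47, standard error 0.31, adjusted p = 5.0e-05), Syt6 (ENSMUSG00000027849, chromosome 3, 103379154 to 103449490, protein-coding) from 319.10 ± 26.10 to 7.93 ± 2.10 CPM (log2 fold change -5.37, adjusted p = 5.0e-05) and Gabrq (ENSMUSG00000031344, X chromosome, 70070517 to 70087941, protein-coding) from 11.16 ± 0.80 to 0.20 ± 0.06 CPM (log2 fold change -5.77, adjusted p = 7.0e-04). An adjusted p limit of 0.05 brought the total to 2003.

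Finally, genes enriched in GFP+ cells were followed after DAPT at P0, with the enriched genes taken from the P5 comparison so that no sample entered both lists. Of 3305 genes enriched in P5 GFP+ cells, 252 (7.62%) decreased past the limits with DAPT at P0, against 485 of 14541 other genes (3.34%, odds ratio 2.392, Fisher's exact test p = 4.09e-25, across genes that are not independent). A similar number of the enriched genes, 237 (7.17%), increased. The replicate block gave 9.1%. The share ranged from 3.66% with all 8 groups in the fit to 13.5% without replicate 2 of the P5 DMSO GFP- group.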

Values the study reported

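The study reported 2,088 genes of supporting cells with a significant change after DAPT treatment of P0 cochleas, with 1056 up-regulated and 1032 down-regulated. At P5 it reported 20 changed genes, of which 2 were up-regulated and 18 down-regulated. For Hes5 at P5 the study gave a change in normalised expression from 120 to 3 RPKM with DAPT. For Ttyh1 at P0 it gave a drop from 13941 to 1689 RPKM. In freshly isolated GFP+ cells the study listed Tal1 at 2795.18 RPKM at P1 and at 71.13 RPKM at P6.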

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

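The groups, the designs, the rule for naming genes and the alternatives were set before the processed files arrived, apart from the settings named in the text as added later. The response to DAPT was flagged because it differed between P0 and P5 GFP+ cells in a test of the difference itself. The interaction passed the limits in 245 genes. The differences of P5 response minus P0 response were 10.66 for Tal1, 7.32 for Pdzk1ip1, 7.24 for P2ry6, -6.36 for Igll1, -5.77 for Ifnk, -5.35 for Lhx3, 2.15 for Hey1, -1.94 for Myo6 and 1.46 for Ttyh1. Tal1, Pdzk1ip1 and P2ry6 were already low in P5 DMSO cells, so low expression at P5 is not told apart from a changed response in them. Of the 244 genes tested at both ages, 238 passed the limits at P0 as well, and 102 had opposite signs at the 2 ages.

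Several technical explanations for the larger number of changed genes at P0 were tested, all with predictions written before the result was seen. The P0 DMSO GFP+ libraries carry library numbers in a run of their own, and a shift of that run alone would appear both as a response to DAPT at P0 and as a difference between P5 and P0 DMSO cells. Of 1706 genes changed at P0 and tested in both comparisons, 199 (11.66%) passed the limits in the same direction in the latter and 33 in the opposite direction. The sign of such a shift had been set at 50%, but since only 691 genes passed between P5 and P0 DMSO cells the share could not have exceeded 40.5%, so the test cannot exclude it. Without the limits, 73.51% had the same sign, a share that is raised because the P0 DMSO libraries enter both comparisons. With every library thinned to the smallest total the P0 count minus 2 times the P5 count was 1804, so depth did not account for the contrast. The P5 count was 0 in the main fit, 0 with a spread shared by all 8 groups and 0 with a score of mesenchyme genes as a covariate. As nothing moved, neither the wider spread of the P5 replicates nor RNA from GFP- cells is excluded. The shared spread lowered the P0 count from 1733 to 1089, and in the simulations 30% of changed genes were recovered at the P5 spread against 86% at the P0 spread. The log2 fold change at P0 had a Spearman rho across genes of 0.092 with GC content and 0.075 with exonic length, within the 0.2 set in advance.

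The library run, the wider spread at P5 and RNA from GFP- cells therefore remain as explanations beside a weaker response of P5 supporting cells, and the pattern cannot be told apart from them. The comparison at P0 lay between runs and the comparison at P5 within a run. This matters most for genes that were high only in the P0 DMSO libraries. Tal1 was at 152.26 ± 1.60 CPM there and at 0.13 ± 0.03, 0.89 ± 0.47 and 1.35 ± 1.17 CPM in the P0 DAPT, P5 DMSO and P5 DAPT GFP+ groups, and Pdzk1ip1 was at 143.60 ± 12.81 CPM against 0.97 ± 0.09, 4.29 ± 0.07 and 4.63 ± 1.72 CPM. In freshly isolated GFP+ cells the paper also listed Tal1 higher at P1 than at P6, so its fall with age does not rest on these runs alone. DAPT was not given to those cells. By in situ hybridization the paper reported lower signal of Ttyh1, Anxa5, Daam2, Inhba and Igfbp3 with DAPT at P0. This argues against the library run as the only source for these 5 genes. Of the 245 interaction genes, 71 also passed the limits between P5 and P0 DMSO GFP+ cells. The run matters less for genes that were high only in P0 DAPT cells, since these stood out within a run. Myo6 was at 1599.69 ± 117.51 CPM in P0 DAPT cells and at 316.19 ± 12.99 CPM in P5 DMSO cells of the same run (300.83 ± 27.98 CPM in P0 DMSO cells), although within that run treatment and age differ together.

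The reads outside annotated genes, which no comparison used, were flagged because they took a mean of 57.422% of the records of GFP+ libraries and no more than 13.73% in any GFP- library. The mean number of records per GFP+ library was 1.035 times that of the GFP- libraries, so depth was not the source. The number of library runs that held both fractions was 0, so a difference between library batches, in amplification or otherwise, cannot be told apart from the sorted fraction. Both predictions were written after the result was seen. No biological explanation was tested.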

How the results depend on the processing

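Of 866 values recomputed under the alternatives, 798 kept their direction and their side of the limits (or, for counts of genes, stayed within 1.5 times the main count). The shares of P0-changed genes moving the same way at P5 and of enriched genes decreasing at P0 held under every alternative applied to them. The fits added after seeing the data were not applied to these shares. The share of enriched genes decreasing was 7.62% in the main fit and 3.66% with all 8 groups in the fit. Of the 128 values of the comparisons, 28 moved. None of the main gene counts moved with DESeq2 size factors or with thinning to equal depth.

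The limit of 0.05 on adjusted p raised the P0 GFP+ count from 1733 to 3761, the interaction from 245 to 758 and the P5 with P0 DMSO count from 691 to 2003, which shows how many genes lay just short of the stricter limit. Without the filter the P5 GFP+ count went from 0 to 108, the interaction to 906 and the DMSO count to 1961. Genes with few counts then enter the estimate of how spread varies across genes, which could lower the spread assigned to the rest. The DESeq2 Wald test gave 59, 861 and 1620 for the same comparisons, and 28 at P0 and 8 at P5 in GFP- cells in place of 0. It draws each gene's spread towards a common trend without the allowance of the quasi-likelihood test for the uncertainty of that spread, which may be too generous with 2 replicates. In the simulations DESeq2 called 1 unchanged gene at the P0 spread and 3 at the P5 spread, against 0 and 2 with edgeR. The simulations gave every gene the same spread. They therefore cannot show whether the DESeq2 test is too generous where spread varies between genes. A spread shared by all 8 groups lowered the P0 GFP+ count to 1089, and the 4 GFP+ groups with the replicate block, a fit chosen after seeing the data, to 1012, since the quieter P0 libraries then take on the spread of the other groups. The replicate block raised the DMSO count to 1050.

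Leaving out a replicate leaves a group of 1, so that in a comparison of 2 groups the spread comes from the other group alone. In the interaction it comes from the remaining GFP+ groups. Across such fits the counts ranged from 0 to 2 for P5 GFP+, from 59 to 268 for the interaction, from 0 to 549 for P0 GFP- and from 0 to 11 for P5 GFP- cells. They ranged from 0 to 9170 for GFP+ against GFP- cells at P0, from 2136 to 7921 at P5, and from 471 to 1513 for P5 against P0 DMSO cells. The P0 GFP+ count stayed between 1338 and 1764. The lowest count for GFP+ against GFP- cells at P0 arose when either GFP+ replicate was left out. The spread then rested on the P0 DMSO GFP- replicates, of which replicate 2 lay near P5 values in several genes. The 2 replicates differed most of all pairs by chi-square per gene (227). By the median size of the log2 difference they did not (0.172, against 0.28 in P5 DAPT GFP+).

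The sign of 6 named changes, none past the limits, reversed when a replicate was left out. In P5 GFP+ cells the log2 fold change ranged from -0.19 to 0.62 for Myo7a, from -0.76 to 1.30 for Tal1, from -0.56 to 0.17 for Prox1 and from -0.62 to 0.23 for Fgfr3. In GFP- cells it ranged from -1.36 to 0.24 for Hey2 at P0 and from -1.53 to 0.43 for Nrarp at P5. Of the other named values, 12 became weaker and 22 stronger. Of the stronger values, 10 came from the DESeq2 Wald test and 8 from the fit without the filter, and these included Hes5, Heyl, Nrarp, Lfng, Ttyh1, Daam2 and Atoh1 in P5 GFP+ cells, so whether these genes pass at P5 depends on the test.

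Depth and the spread between replicates both limit what the lists can show, and the number of replicates was not varied. The smallest library held 13755356 counts. Thinning to that total gave 1804 genes for DAPT in P0 GFP+ cells against 1733 in the main fit. It lowered the count for GFP+ against GFP- cells from 8917 to 6672 at P0 and from 6450 to 5682 at P5. The simulated recovery of 30% at the P5 spread limits any statement that a gene did not change at P5.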

Other observations

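In the main fit the number of genes past the limits with DAPT in P5 GFP+ cells was 0. That is lower than the value quoted from the study above. Both the number increased and the number decreased at P5 were 0 in the main fit. They are lower than the corresponding values quoted from the study above. The direction of this gap depends on the test. The DESeq2 Wald test gave 59 genes (16 increased and 43 decreased). The fit without the filter gave 108 (41 increased and 67 decreased). All of these are higher than the quoted values.

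No gene passed the limits with DAPT in P5 GFP+, P0 GFP- or P5 GFP- cells, and low power of 2 replicates per group was tested as an explanation, with a prediction written after the counts were seen. The 3 comparisons were joined for the 21 genes chosen in advance, and the DAPT and DMSO labels were exchanged within each comparison, which allows 216 arrangements. In 5 genes the adjusted exact permutation p was 0.039. These were Heyl (mean log2 difference -2.35), Hey1 (-1.37), Lfng (-0.99), Igfbp3 (-0.98) and Jag1 (-0.92), each lower in both DAPT replicates than in both DMSO replicates in 3 of 3 comparisons. Their raw exact permutation p of 0.0093 is the smallest the arrangements can give. The arrangements treat the 3 comparisons as independent. The paper describes sorting GFP+ and GFP- cells from the same cultured cochleas. If P5 GFP+ and P5 GFP- libraries share cultures, their labels cannot be exchanged separately. Fewer arrangements would then be allowed, and these p-values would be too small. The P0 GFP- comparison also includes replicate 2 of P0 DMSO, which lay near P5 values in several genes. The data are consistent with a response of these genes outside P0 GFP+ cells that single comparisons of 2 replicates could not show. Depth, GC content and gene length were not tested for this pattern, and treatment was compared within a library run in all 3 comparisons.

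The P0 DMSO GFP+ libraries detected more genes than any other GFP+ library. After thinning to equal depth, for which the prediction was written before the result was seen, the lower of these libraries still detected 3058 more genes than the highest other GFP+ library. More cell types in the sample was tested with the mesenchyme genes Col1a1, Col1a2, Col3a1, Pou3f4 and Tbx18, and the lowest score of the P0 DMSO GFP+ libraries was 0.103 times the highest of the other GFP+ libraries. That highest score came from a single library, P5 DMSO replicate 1 (13.53% of the level in GFP- cells). The P0 DMSO scores (1.39 and 2.21%) overlapped those of P0 DAPT (0.89 and 1.79%). Other cell types were not scored, so the test cannot exclude more cell types. The number of other groups with a library in that run was 0, so the library batch and the group cannot be told apart. The last pair of predictions was written after the result was seen.

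The mesenchyme score, given as a percent of the level in GFP- cells, was uneven among the P5 GFP+ libraries. It was 13.53% in replicate 1 and 2.56% in replicate 2 of P5 DMSO, and 3.42% in replicate 1 and 13.44% in replicate 2 of P5 DAPT, against 0.89 to 2.21% in the P0 GFP+ libraries. If this came from RNA of GFP- cells, the difference between replicates would follow the GFP- over GFP+ ratio of the P0 libraries across genes. The smaller Pearson r was 0.297 (P5 DMSO) and the other 0.342 (P5 DAPT), where a smaller r over 0.3 had been set in advance as the sign of such RNA. The result fell short of that mark by a margin too small to exclude some RNA from GFP- cells. An exchange of DMSO and DAPT samples was tested after the result was seen. The lowest Hes5 value of the P5 DMSO GFP+ libraries was 18.4 times the highest of the P5 DAPT GFP+ libraries, which speaks against an exchange. No biological explanation was tested.

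The differences between fractions had a technical side as well. At P0 the log2 fold change of GFP+ over GFP- cells had a Spearman rho across genes of -0.375 with GC content and -0.183 with exonic length. The former was beyond the 0.2 set in advance, so a GC bias between the libraries remains as an explanation for part of the differences, and the number of library runs with both fractions was 0. The batch prediction was written after the result was seen. The larger share of pseudogenes among genes higher in GFP+ cells (637 against 110 at P0) was not tested further.

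Supporting cell genes did not move together with DAPT at P0. Of 10 marker genes listed before the test, 6 decreased and 4 increased, with Lfng, Hes5 and Jag1 past the limits downward and Lgr5 upward (log2 fold change 1.25, adjusted p = 0.0017). All 10 hair cell marker genes increased, 8 of them past the limits. A shifted P0 DMSO batch would make Fgfr3 and Lgr5 lower in P0 than in P5 DMSO cells, and the smaller log2 difference of P5 minus P0 was -0.54. Age and library run differ together in that comparison, and 7 of the 10 supporting cell genes were lower at P5, so a fall with age could hide such a shift and the test does not exclude it. The mesenchyme scores of P0 DMSO and P0 DAPT libraries differed by at most 1.32 points, which speaks against RNA from GFP- cells as the source. Both predictions were written after the result was seen. The pattern cannot be told apart from the library run of the P0 DMSO cells.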
